A study of Mus musculus with 4 samples. Its data were reported in "N4‐acetylcytidine in LncRNA Gm26917 Promotes Translation in Female Germline Stem Cells by Recruiting Ribosomal Protein mRNA via EEF1A1" (2026).

How the data were processed

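RNA sequencing (RNA-seq) had been performed on mouse female germline stem cells (FGSCs), ovary-derived cells kept in culture, that carried either a control short hairpin RNA (shNC) or a short hairpin RNA against the long non-coding RNA Gm26917 (shGm26917). Each group held 2 libraries, so 4 libraries were compared. Groups were taken from the genotype labels and replicate numbers from the sample titles. The study writes of biological replicates for its sequencing of these cells. Whether the 2 libraries of a group came from separate cultures is not given in the sources used here, so p-values measure only the spread between these libraries.

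Per the labels, total RNA was extracted and libraries were made with a commercial RNA-seq kit, and the submitters' processing notes name Bowtie2 2.1.0, RSEM 1.2.28, edgeR and the mouse build mm10. How ribosomal RNA was removed is not given in the sources used here. The authors deposited 1 table of 12701 genes with a CPM value per library, that is, reads scaled to a common library size, derived from RSEM estimates in which reads shared between genes are split in fractions. The deposited table also holds the authors' log2 fold change, the same change as a linear fold, and their p-value with its Benjamini-Hochberg adjustment. Every gene listed had at least 1.003 CPM in its second-highest library, so low genes had already been left out before deposit. Gene positions in the table were those of GENCODE M21 on mm10.

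The values were CPM rather than counts, so the count-based test planned before the data were examined was replaced by its stated alternative. CPM were transformed as log2(CPM + 0.5), and shGm26917 was compared with shNC by limma 3.58.1 in R 4.3.3, with a variance trend on mean expression and robust empirical Bayes moderation. The p-values were adjusted over all 12701 genes by the Benjamini-Hochberg method, and an adjusted p under 0.05 was called. Fold changes are on the log2(CPM + 0.5) scale and understate the change of low genes. Counts at the study's thresholds used an unadjusted p of at most 0.05 and a fold of at least 1.5.

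Before the data were examined, 23 gene lists were fixed, and the 22 with at least 3 listed members were tested with camera of limma at a preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry were run beside it, each adjusted over the lists. A further list of mast cell markers was written after some mast cell genes had been seen in the table and without those genes, and it was not tested. The genes named were fixed by a rule: Gm26917, Gm42418, Malat1, Rpl10 and the genes the study singled out; the 10 largest changes in each direction among called genes with a mean of at least 5 CPM, groups without overlap and a symbol that is not a placeholder; and the 3 members with the smallest p of each other list. After this selection a few genes were left out, were not replaced and are not reported here, while they stay in the tests and in the counts of genes and lists. Other genes named were chosen after their values were seen.

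Depth was judged from the low values. Where values under 2 CPM fall on whole multiples of 1 step, the step is the worth of 1 read. The fitted steps correspond to effective library sizes of about 15900000 and 12900000 reads for shNC and 17900000 and 15800000 reads for shGm26917, but only 33.7% to 68.0% of such values lay within 0.02 of a whole multiple. Reads were therefore not recovered and these sizes are approximate.

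The 3 shGm26917 target sequences and the shNC sequence listed by the study were matched exactly, on both strands, to 141767 GENCODE M21 transcripts, as were the probes that the study used against Gm26917, after the other results had been written. Stretches alike to the transcripts of the Gm26917 locus were searched with BLAST 2.17.0 at 90% identity over at least 50 bases. The test of all genes was tested on simulated data, in which 200 of 12701 genes of this comparison were changed. At folds of 1.3, 1.5, 2 and 4, it recovered 52%, 90%, 100% and 100% of 50 changed genes each, with 6 false calls. In the data 2930 genes were called, many more than were changed in the simulation, so recovery and false calls there may differ.

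The alternatives tried were pseudocounts of 0.1 and 1, median-ratio and upper-quartile scaling, a stricter filter of 5 CPM in at least 2 libraries, each library left out in turn, the replicate number as a block, and library sizes without Gm26917, Gm42418 and mitochondrial genes. Chosen after seeing the data were the authors' deposited test, chromosomes only, and a fit without rRNA, 7SK, 7SL, U3, the locus genes and Lars2. The table holds 142 genes on patch or unplaced scaffolds, and 241 genes whose 4 values equal those of another gene, so copies such as these are not separate measurements.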

Results

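To follow the transcriptome after knockdown of Gm26917, RNA-seq of shNC and shGm26917 FGSCs was compared, with 2 libraries in each group. The listed genes added up to 766064 and 768440 CPM in the shNC libraries and to 755159 and 771715 CPM in the shGm26917 libraries. Gm42860, a transcript of unknown function that was chosen after its values were seen, had the highest level, at 41332 and 42912 CPM in shNC and 48235 and 46743 CPM in shGm26917. The first principal component held 70.8% of the variance of log2 CPM and separated the groups.

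Of the 2 lncRNAs annotated on the plus strand of the targeted locus, Gm42418 fell and Gm26917 did not pass with limma. The names follow GENCODE M21. Probes that the study used against Gm26917 lie partly downstream of its annotated end and reach into Gm42418, so the Gm26917 of the study takes in bases annotated here as Gm42418, and neither annotated gene alone stands for it. Gm26917 (chromosome 17, 39843013 to 39846341, plus strand, mm10) had 156 ± 1.03 CPM in shNC and 120 ± 22.8 CPM in shGm26917 (SD, n = 2). In the authors' deposited table its log2 fold change was -0.37 (adjusted p = 0.0157). Here its log2 fold change of -0.39 (95% interval -0.68 to -0.088) did not pass the test with limma (adjusted p = 0.0696). The 2 shGm26917 libraries stood at 136 and 104 CPM. Without shGm26917 replicate 1 the log2 fold change was -0.58 with an adjusted p of 0.000278, and without replicate 2 it was -0.19 with an adjusted p of 0.207. Gm42418 (chromosome 17, 39846958 to 39848788, plus strand), a lncRNA annotated to start 616 bases downstream of the end of Gm26917, fell from 3172 ± 410 to 708 ± 30.1 CPM (SD, n = 2; log2 fold change -2.16, adjusted p = 5.57e-05). Malat1, a nuclear lncRNA, had 887 ± 272 CPM in shNC and 448 ± 9.4 CPM in shGm26917 (log2 fold change -0.95, adjusted p = 0.045). The Malat1 call was lost when either shGm26917 library was left out (adjusted p = 0.414 and 0.413), with upper-quartile scaling (0.0583), with library sizes without Gm26917, Gm42418 and mitochondrial genes (0.0658), and in the fit without rRNA and locus genes that was chosen after seeing the data (0.0584).

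Of the 3 shGm26917 target sequences, the first matched Gm26917 as annotated, at 39844007 to 39844025 of chromosome 17. The second and the third had no exact match in the annotated Gm26917 and matched the only exon of Gm42418, at 39846994 to 39847012 and at 39847713 to 39847731. On the opposite strand these 2 sites lie in CT010467.1, annotated as rRNA, and the third also lies in the lncRNA AY036118. The annotated interval of CT010467.1 spans all of Gm42418. Whether the reads counted to Gm42418, or the 2 sites, belong to ribosomal RNA was not tested. The shNC sequence matched 0 transcripts. Which of the 3 was used for the sequenced cells is not given in the sources used here. CT010467.1 (chromosome 17, 39846353 to 39848827, minus strand), chosen after its values were seen, fell from 62.5 ± 0.77 to 8.87 ± 0.49 CPM (log2 fold change -2.75, adjusted p = 1.071e-05). AY036118, also chosen after its values were seen, fell from 51.0 ± 1.36 to 7.51 ± 2.5 CPM (log2 fold change -2.72, adjusted p = 0.00164). The genes overlap on opposite strands and strand use in counting is not given, so whether their values share reads is open.

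**Figure D1:**
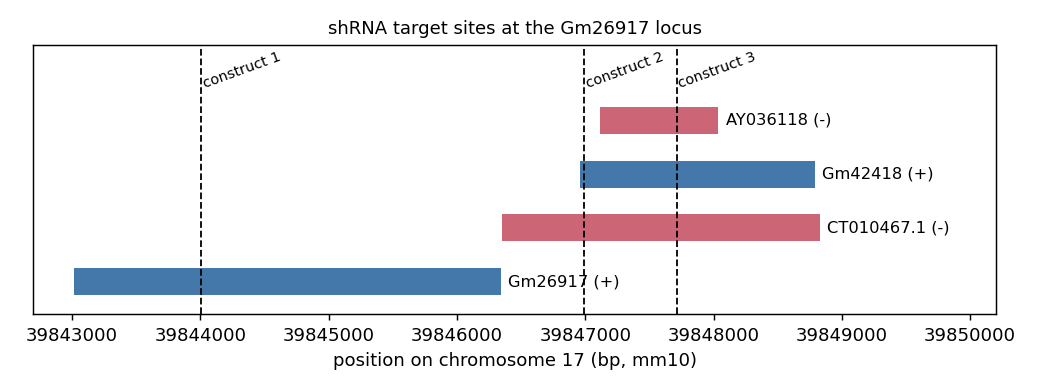
Map of the Gm26917 locus on chromosome 17 (x axis, position in bp, mm10), with plus-strand genes in blue, minus-strand genes in red and the start of each shRNA target site as a dashed line. As annotated in GENCODE M21, construct 1 lies in Gm26917, and constructs 2 and 3 lie in Gm42418.

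**Figure D2:**
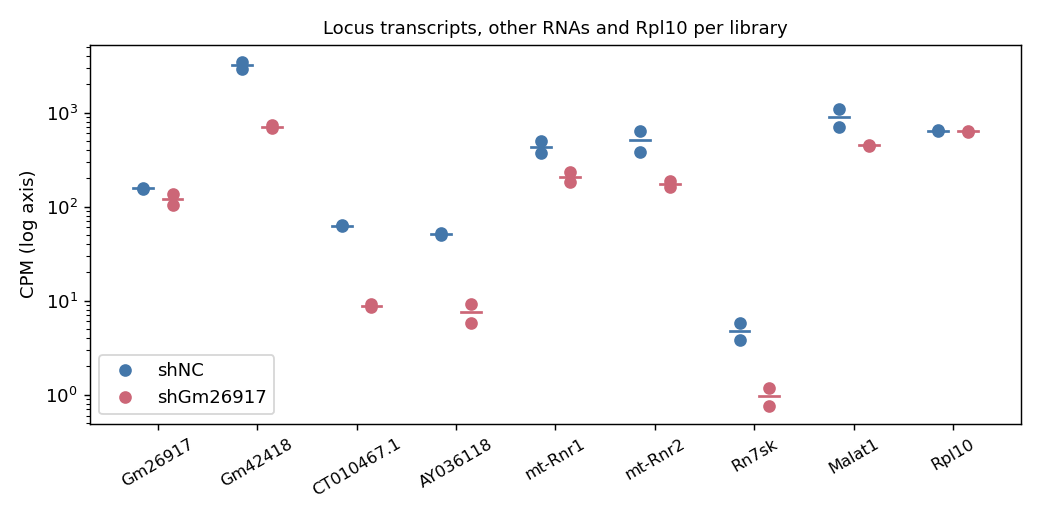
CPM per library (y axis, log scale) of the locus transcripts, other RNAs and Rpl10, with each point a library, each short line a group mean, shNC in blue and shGm26917 in red. Gm42418 fell from 3172 to 708 CPM, and Rpl10 stood at 638 and 635 CPM.

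Across all genes, 1469 were higher and 1461 were lower in shGm26917 (limma, adjusted p under 0.05). At the study's thresholds, 413 genes were higher and 477 were lower. The authors' deposited test gave 521 higher and 611 lower at these thresholds. All 2930 genes called here were also called in that test at an adjusted p under 0.05, in the same direction. Among the called genes, 55 rose and 105 fell by a fold of at least 2, and the median absolute log2 fold change was 0.41. Leaving out shGm26917 replicate 1 lowered the calls to 938 higher and 883 lower, and leaving out replicate 2 to 752 and 832. The largest rise by the naming rule was that of Pdcd1, which encodes the inhibitory receptor PD-1, from 2.56 ± 0.55 to 13.1 ± 0.59 CPM (SD, n = 2; log2 fold change 2.16, adjusted p = 0.000288). Tnfrsf13b, Add3, Ston2, Csprs, Mir17hg, Shisa3, Ago4, Avil and Ccdc116 were the other 9, with log2 fold changes of 1.2 to 1.61. Avil, an actin-binding protein gene, rose from 93.6 ± 2.1 to 216 ± 1.25 CPM. Among the 10 largest falls were those of the matrix metalloproteinase genes Mmp13 (log2 fold change -2.13) and Mmp3 (-1.77), the prostaglandin synthase gene Ptgs2 (-1.91), the chemokine gene Ccl2 (-1.86), Egr1, Hbegf, Sema7a, Plau and Ccbe1. Ptgs2 fell from 158 ± 18.5 to 41.5 ± 1.24 CPM, and Plau, the urokinase gene, from 137 ± 3.35 to 43.7 ± 1.09 CPM (adjusted p = 2.91e-05). The Ccl2 call was lost without either shNC library (adjusted p = 0.0959 and 0.102).

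**Figure D3:**
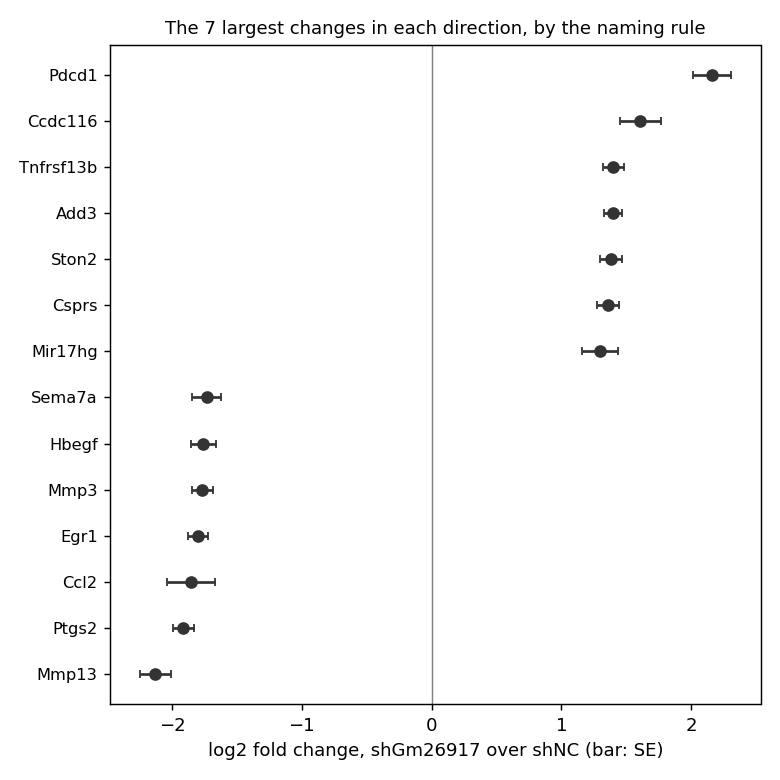
Log2 fold change of shGm26917 over shNC (x axis; bars, SE) for the 7 largest rises and the 7 largest falls by the naming rule, with 2 libraries per group. Pdcd1 rose by 2.16 and Mmp13 fell by 2.13 on the log2 scale.

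The ribosome was examined next, as the study places Rpl10 mRNA downstream of Gm26917. Rpl10 (chromosome X, 74270812 to 74273135), a protein of the large ribosomal subunit, had 638 ± 10.03 CPM in shNC and 635 ± 10.5 CPM in shGm26917 (SD, n = 2). The log2 fold change was -0.007 (95% interval -0.148 to 0.134, adjusted p = 0.946). The study reported lower Rpl10 by RT-qPCR after this knockdown, a fall that these libraries did not show. Among the 83 cytosolic ribosomal protein genes, 0 rose, 1 fell and 82 did not pass, while 0 were called in either direction when adjusted over the list alone. Rpl7a and Rpl28 had log2 fold changes of -0.18 and -0.14 (adjusted p = 0.064 and 0.0905). The list as a whole did not pass with camera (adjusted p = 0.516; adjusted p = 0.94 with an estimated correlation). Its direction depended on single libraries, as at the preset correlation of 0.01 the list was higher without shGm26917 replicate 1 (adjusted p = 0.000278) and lower without replicate 2 (adjusted p = 7.12e-05), while the correlation estimated with all libraries was 0.665. Of 78 mitochondrial ribosomal protein genes, 2 rose and 4 fell, Mrps6 (-0.55), Mrpl49 (-0.39) and Mrpl18 (-0.27) among them (camera, adjusted p = 0.984; adjusted over the list alone, 0 and 0). Of 50 translation factor genes, 2 rose and 4 fell (adjusted over the list alone, 1 and 4), with Eif4ebp2, a repressor of cap-dependent initiation, at 0.87 and the initiation factor genes Eif2b2 and Eif2b1 at -0.47 and -0.35 (camera, adjusted p = 0.237). Without shGm26917 replicate 1, Mrpl49, Mrpl18 and Eif2b1 were not called (adjusted p = 0.0663, 0.112 and 0.056), nor was Mrpl18 without replicate 2 (0.122). Ribosome biogenesis genes rose in 16 of 88 cases and fell in 0 (adjusted over the list alone, 12 and 0), led by Rrp1b (0.59), Ppan (0.46) and Polr1b (0.41). That list passed with camera (adjusted p = 0.032) but not with an estimated correlation (adjusted p = 0.827), with fry (adjusted p = 0.251), without shNC replicate 2 (adjusted p = 0.363) or shGm26917 replicate 2 (adjusted p = 0.0802).

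Nat10, the RNA acetyltransferase gene, rose (log2 fold change 0.39, adjusted p = 0.0131), and Eef1a1, an elongation factor gene, did not pass (-0.08, adjusted p = 0.528). Rpl3, Klf4, Pgam1, Fgf10 and E2f7 were among those named by the study for altered translation. At the transcript level, 0 of these 5 passed with limma. The study also shows Bcl2, Hyou1, Dock2, Fndc3a and Cimp, read here as Cmip, as mRNA partners of Gm26917. It had screened for mRNAs with less Gm26917 binding and lower levels after Nat10 knockdown, which is another perturbation. After the Gm26917 knockdown here, Bcl2, Hyou1 and Dock2 rose (1.17, 0.33 and 0.23), and Fndc3a and Cmip fell (-0.19 and -0.31). Without shGm26917 replicate 1 the calls of Dock2 and Fndc3a were lost (adjusted p = 0.14 and 0.231), and without replicate 2 those of Dock2, Fndc3a and Cmip (0.0925, 0.193 and 0.123). Fndc3a was also not called with upper-quartile scaling (0.0565).

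Cell cycle genes moved in opposite directions. Of 59 G1/S genes, 22 fell and 1 rose (adjusted over the list alone, 29 and 4), among them the replication helicase genes Mcm4 (log2 fold change -0.64) and Mcm6 (-0.59) and the replication clamp gene Pcna (-0.46). Of 63 G2/M genes, 32 rose and 2 fell (adjusted over the list alone, 36 and 3), among them the spindle genes Aspm (0.74) and Kif23 (0.61) and the mitotic cyclin gene Ccnb2 (0.55). Both lists passed with camera (adjusted p = 2.5e-05 for G1/S and 1.61e-10 for G2/M), and neither did with an estimated correlation (adjusted p = 0.639 for each). With fry both passed (adjusted p = 0.0409 for G1/S and 0.0408 for G2/M). Ccna2 rose from 112 ± 2.31 to 150 ± 1.67 CPM and Ccnb1 from 104 ± 0.4 to 135 ± 1.19 CPM (SD, n = 2; limma, adjusted p = 0.00251 and 0.0033). Ccnd1, the G1 cyclin gene, fell from 226 ± 4.96 to 131 ± 12.1 CPM (adjusted p = 0.000903), and Cdk4 did not pass (log2 fold change -0.09; called without shNC replicate 1, -0.16, adjusted p = 0.0476).

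**Figure D4:**
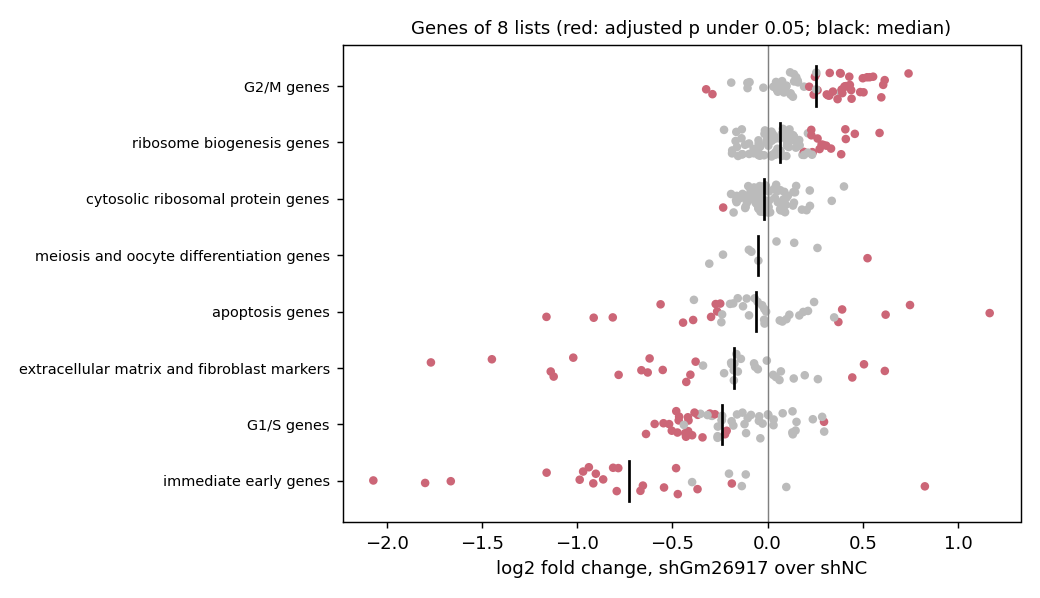
Log2 fold change of shGm26917 over shNC (x axis) for each member of 8 gene lists (y axis), with genes at an adjusted p under 0.05 in red, other genes in grey and the list median as a black line. The median was -0.73 for immediate early genes and 0.25 for G2/M genes.

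Apoptosis genes of both functions changed. Of 40 listed, 5 rose and 10 fell (adjusted over the list alone, 5 and 10), and the list did not pass with camera (adjusted p = 0.206). Bcl2, which protects from apoptosis, rose from 72.6 ± 2.89 to 163 ± 1.81 CPM (SD, n = 2; log2 fold change 1.17, adjusted p = 5.75e-05). Bbc3 and Bcl2l11, which promote apoptosis, fell (-1.16 and -0.91). Bax and Parp1 did not pass (-0.03 and 0.06). Of 40 p53 target genes, 5 rose and 9 fell (adjusted over the list alone, 6 and 14), with Epha2 at -1.20 and Mdm2 at -0.40 (camera, adjusted p = 0.206).

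Of the 46 meiosis and oocyte differentiation genes, 9 were listed, of which Mlh3 rose (log2 fold change 0.52) and 8 did not pass (camera, adjusted p = 0.87; adjusted over the list alone, 0 and 0), Taf4b (0.26, adjusted p = 0.0582) and Psmc3ip (-0.31, adjusted p = 0.117) among them. The Mlh3 call was lost without any 1 of shNC replicate 2 (adjusted p = 0.0556), shGm26917 replicate 1 (0.0692) or replicate 2 (0.0671). Stra8 and Sycp3 were not analysed here. Of 35 germline stem cell markers, 10 were listed, of which Ifitm3 (-0.81) and Etv4 (-0.59) fell (camera, adjusted p = 0.206; adjusted over the list alone, 1 rose and 3 fell). Rhox5, a homeobox gene, was listed on a patch or unplaced scaffold, so the fit of chromosomes only left it out. That fit gave the germline stem cell list an adjusted p of 0.0947 with camera. Rhox5 had 0.22 and 0.7 CPM in shNC and 1.2 and 1.3 CPM in shGm26917. Its log2 fold change of 0.91 did not pass (limma, adjusted p = 0.0519). It passed with median-ratio scaling (adjusted p = 0.0475), upper-quartile scaling (0.0497), a pseudocount of 1 (0.0493), library sizes without Gm26917, Gm42418 and mitochondrial genes (0.0423), the fit without rRNA and locus genes (0.0391) and without shNC replicate 2 (0.00585). In the authors' deposited table its adjusted p was 0.00517. Kit, a receptor of germ cells and of mast cells, had 1241 CPM in shNC and 1207 CPM in shGm26917.

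Immediate early genes, which respond within minutes to growth signals, fell in 20 of 26 listed cases, and Myc alone rose (adjusted over the list alone, 21 and 1). Egr1 fell from 44.2 ± 2.9 to 12.4 ± 0.14 CPM (SD, n = 2; log2 fold change -1.80, adjusted p = 4.91e-05), and Dusp6, a phosphatase of the ERK pathway, had a log2 fold change of -1.16. Myc rose from 133 ± 2.17 to 236 ± 1.54 CPM (log2 fold change 0.83). The list passed with camera (adjusted p = 7.01e-10) and with fry (adjusted p = 0.0321) but not with an estimated correlation (adjusted p = 0.639). Extracellular matrix and fibroblast markers, which would mark fibroblasts in the cultures, fell in 13 and rose in 3 of 37 cases (adjusted over the list alone, 18 and 3), with Mmp3, Thy1 (-0.78) and Prrx1 (-0.62) lowest in p (camera, adjusted p = 0.000807; adjusted p = 0.827 with an estimated correlation and 0.109 with fry).

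Markers of other cell types moved as follows. Of 7 listed smooth muscle markers, 3 fell, Cnn2 (log2 fold change -0.53), Tagln (-0.80) and Tpm2 (-0.51), and 0 rose (camera, adjusted p = 0.0553; adjusted over the list alone, 0 rose and 3 fell). Of 5 listed granulosa cell markers, Inhba (-1.04), Gja1 (-0.81) and Fst (-0.92) fell (adjusted p = 0.0553; over the list alone, 1 rose and 3 fell), and the 2 listed ovarian surface epithelium markers, Msln (-0.82) and Gata4 (-0.73), fell, also when adjusted over the list alone. Of 8 listed macrophage and immune markers, Cd68 (-0.69) and Cd74 (-0.62) fell (adjusted p = 0.696; over the list alone, 1 rose and 2 fell), with Fcer1g at 0.36 (adjusted p = 0.0619). Of 3 endothelial markers, Egfl7 (-0.56) fell (adjusted p = 0.696; over the list alone, 0 rose and 1 fell), with Erg at 0.49 (adjusted p = 0.12) and Vwf at -0.16 (adjusted p = 0.573). Without shGm26917 replicate 2, Tagln, Tpm2, Gata4 and Egfl7 were not called (adjusted p = 0.106, 0.0547, 0.106 and 0.0881), and without replicate 1 Tpm2 was not (0.108). Cd74 was not called with any library left out (adjusted p = 0.0569 to 0.185). The granulosa cell list passed without shGm26917 replicate 1 or 2 (adjusted p = 0.00434 and 0.00463), and both it and the smooth muscle list passed with median-ratio scaling (0.0498 for each) and in the fit without rRNA and locus genes (0.0453 and 0.0496). With all libraries and an estimated correlation, neither passed (adjusted p = 0.639 for each).

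Further lists did not pass with camera. Of 39 listed interferon response genes, 7 rose and 2 fell, with Cxcl10 at -1.24, Parp14 at 0.73 and Eif2ak2 at 0.42 (adjusted p = 0.206; adjusted over the list alone, 7 and 2). Of 48 ATF4 and ER stress genes, 10 rose and 5 fell, with Stc2 at 0.80, Chac1 at -0.67 and Dnajb9 at -0.54 (adjusted p = 0.344; over the list alone, 11 and 6). Of 29 cholesterol synthesis genes, 2 rose and 5 fell, with Fdps at -0.48, Ebp at 0.50 and Scd1 at -0.38 (adjusted p = 0.51; over the list alone, 2 and 5). Of 31 glycolysis and hypoxia genes, 6 rose and 11 fell, with Slc16a3 at 0.87, Ndrg1 at -0.74 and Eno2 at -0.56 (adjusted p = 0.206; over the list alone, 7 and 13). Of 74 respiratory chain genes, 0 rose and Ndufa10 fell (-0.22; adjusted p = 0.516), and 0 were called when adjusted over the list alone. Atp5g3 and Ndufs5 had log2 fold changes of -0.21 and 0.28 (adjusted p = 0.0554 and 0.056). Ndufa10 was not called without shGm26917 replicate 1 or 2 (adjusted p = 0.141 and 0.13), and Parp14 was not without replicate 2 (0.0546). The respiratory chain list was higher without shGm26917 replicate 1 (adjusted p = 0.0142) and lower without replicate 2 (0.000337), with an adjusted p of 0.94 for all libraries with an estimated correlation. Of 15 mitochondrially encoded genes, the rRNA genes mt-Rnr1 (-1.06) and mt-Rnr2 (-1.51) fell and 13 did not pass, mt-Co1 (-0.22, adjusted p = 0.133) among them (camera for the list, adjusted p = 0.206), with 0 higher and 1 lower when adjusted over the list alone. The mt-Rnr1 call was lost without shNC replicate 1 or 2 (adjusted p = 0.137 and 0.218), and the mt-Rnr2 call without shGm26917 replicate 1 or 2 (0.446 and 0.426), with median-ratio or upper-quartile scaling (0.0505 and 0.0567) and with library sizes without Gm26917, Gm42418 and mitochondrial genes (0.0777). The mitochondrially encoded list passed without shNC replicate 1 (0.000649) and without shGm26917 replicate 2 (0.000674), and had an adjusted p of 0.827 for all libraries with an estimated correlation.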

Values the study reported

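For RNA-seq of shGm26917 FGSCs, the study reported 521 genes with higher and 611 genes with lower expression. Translation efficiency was given as increased for 401 genes and decreased for 381. The half-life of Rpl10 mRNA was given as 3.46 h in control cells and 1.48 h after Gm26917 knockdown. After this knockdown the study also reported lower RPL10 by RT-qPCR and by western blotting. The knockdown of Gm26917 itself was assessed there by RT-qPCR.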

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

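The called directions of the G1/S and G2/M lists were kept under each scaling, pseudocount, filter and left-out library, and with fry. With an estimated correlation the calls were lost (adjusted p = 0.639 for each), while the directions stayed. With 5 CPM in at least 2 libraries, which tests fewer genes, 233 genes were higher and 297 lower at the study's thresholds. Over the left-out libraries, in which a lone library is assumed to vary like the other group, higher genes numbered 752 to 1793 and lower genes 832 to 1735. The log2 fold change of Gm26917 ranged from -0.58 to -0.19, that of Rpl10 from -0.024 to 0.0099 and that of Bax from -0.083 to 0.025. At the preset correlation, adjusted p ranged from 7.12e-05 to 0.79 for cytosolic ribosomal protein genes, from 0.000337 to 0.92 for respiratory chain genes, from 0.134 to 0.731 for mitochondrial ribosomal protein genes and from 0.000649 to 0.92 for mitochondrially encoded genes, and each of these 4 lists changed direction. Upper-quartile scaling put Rpl10 at 0.0077. The filter turned mitochondrial ribosomal protein genes (adjusted p = 0.97) and macrophage and immune markers (0.826). With fry, apoptosis genes (adjusted p = 0.0232) and germline stem cell (0.0408), smooth muscle (0.0221), granulosa cell (0.0321) and macrophage and immune markers (0.0221) passed, extracellular matrix and fibroblast markers (0.109) and ribosome biogenesis genes (0.251) did not, and meiosis and mitochondrial ribosomal protein genes had the opposite direction (0.88 for each). In the authors' deposited table, chosen after seeing the data, Gm26917 had a log2 fold change of -0.37 and an adjusted p of 0.0157. Of 1457 values of 105 named genes over 14 settings, 1372 kept direction and call, 41 lost the call, 39 gained it and 5 changed sign. The gained calls were those of Gm26917, Rhox5, Taf4b, Ndufs5, Atp5g3, Fcer1g, Rpl7a, Rpl28, Cdk4 and mt-Co1. The cause was not tested for these changes unless stated. With the replicate number as a block, 1979 genes were higher and 2003 lower, and 2926 of the 2930 calls were kept. Gm26917 (-0.39, adjusted p = 0.0239) and the granulosa cell (0.0153) and mitochondrially encoded lists (0.0176) passed in that fit, and Malat1 (0.0897) and Msln (0.0545) did not. The deviations of same-numbered libraries had a correlation of 0.0569 across genes, which does not show a pairing and cannot exclude one. Whether same-numbered libraries were handled together is not given in the sources used here. DESeq2, the exact test and limma-voom were not run because the values are not counts, and no filter could be removed. Simulated folds of 1.3 were recovered in 52% of cases, with depth not varied, so smaller changes may be missed.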

Other observations

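The tests on mast cell markers, on RNAs without a target site, on shRNA target sites and on fibroblast markers were chosen only after the result was seen. Genes outside the naming rule were chosen after their values were seen.

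Mast cell and blood cell genes were abundant in all 4 libraries. Of 30 mast cell markers, 14 were listed, and 0 of these were on another list. Cpa3, a mast cell protease gene, had 516 ± 36.0 CPM in shNC and 778 ± 63.0 CPM in shGm26917 (SD, n = 2), Gata2 472 ± 7.03 and 375 ± 6.99 CPM, and Srgn 227 ± 2.48 and 222 ± 18.3 CPM. Ptprc, the common leukocyte antigen gene, had 272 CPM in shNC and 283 CPM in shGm26917. Of the germline markers listed, Kit had 1241 CPM in shNC, while Zbtb16 had 5.05 CPM and Gfra1 3.91 CPM. A candidate explanation for the differences between groups is another share of mast-like cells, which would move its markers together. Of the 14 listed, 5 rose, among them Cpa3 (log2 fold change 0.59) and Tph1 (0.44). Another 4 fell, among them Gata2 (-0.33) and Cd200r3 (-0.52). Another share alone would not move the called markers both ways. The rule for this was set after these values had been seen, so no conclusion is drawn from it. A share difference together with changes within cells is not excluded. Whether the studied cells express these genes themselves was not tested and stays open.

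Gm42418, CT010467.1 and AY036118 fell along with ribosomal and small structural RNAs whose poly(A) tails are short or absent. A lower carry-over of such RNA in the shGm26917 libraries would also lower RNAs without a target site, and the median log2 fold change of mt-Rnr1, mt-Rnr2, Rn7sk and Rn7s1 was -1.68, but these were picked once seen to fall, so this supports nothing. The 6 listed histone cluster genes, whose mRNAs mostly lack such a tail and whose values had also been seen, had a median of -0.659 (-1.41 to -0.126), which does not decide it, as S phase also moves them. Direct targeting needs a site, and 2 of the 3 constructs match Gm42418, whereas 0 of mt-Rnr1, mt-Rnr2, Rn7sk, Rn7s1 and Rnu3b1 hold one. Targeting may therefore account for Gm42418 but is argued against for those RNAs. CT010467.1 and AY036118 hold matches only in antisense, yet their log2 fold changes (-2.75 and -2.72) were below that of Gm42418 (-2.16). Whether their values share reads with Gm42418 is open, so targeting is not judged for them. Both explanations stay open for Gm42418, and a test on reads shared with other genes was void because 0 listed genes outside the locus, Lars2 included, held an alike stretch in their annotated transcripts.

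The fall of immediate early genes, with a list median log2 fold change of -0.73, was set against 3 explanations. After removal of a trend on GC content and transcript length, available for 26 of 26 members, the median was -0.709, which argues against that bias as the whole cause. At most 3 of the 20 lower genes held a 3' UTR site for the seed of 1 construct, which argues against direct seed repression of the set, while repression of a shared regulator stays open. A lower share of fibroblast-type cells cannot be told apart from a change within cells, since the 10 most abundant fibroblast markers had a median of -0.184 with an SD of 0.491. An effect of the knockdown itself also stays open.

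The study described lower BCL-2, cyclin A2 and cyclin B1 protein and higher cyclin D1, CDK4 and BAX protein after Gm26917 knockdown. It also reported more apoptosis and more cells in S phase by flow cytometry, and higher cleaved PARP and cleaved caspase. Transcript levels do not measure these. Of the transcripts here, Bcl2, Ccna2 and Ccnb1 were higher (log2 fold change 1.17, 0.41 and 0.37), Ccnd1 was lower (-0.78), and Cdk4 (-0.09, adjusted p = 0.362) and Bax (-0.03, adjusted p = 0.783) did not pass. Rnu3b1, a U3 small nucleolar RNA gene, had 1.06 and 1.46 CPM in shNC and was listed at 0 in both shGm26917 libraries. Lars2, a mitochondrial leucyl-tRNA synthetase gene, had 577 and 1194 CPM in shNC and 178 and 167 CPM in shGm26917. It did not pass (limma, adjusted p = 0.0599). In the authors' deposited table it was called lower (log2 fold change -2.36, adjusted p = 4.67e-13).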
